A study of Arabidopsis thaliana with 3 samples. Its data were reported in "FIONA1-mediated methylation of the 3’UTR of FLC affects FLC transcript levels and flowering in Arabidopsis" (2022).

How the data were processed

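The series holds m6A RNA immunoprecipitation sequencing (meRIP-seq) of 14 day-old Arabidopsis thaliana seedlings of 3 genotypes, the wild type Col-0 and the FIONA1 mutants fio1-1 and fio1-2, with 1 library per genotype. In this assay fragmented RNA is pulled down with an antibody against N6-methyladenosine (m6A) and sequenced, so that methylated stretches of transcripts appear as peaks of tags. Per the labels, plants grew in long days of 16 h light and 8 h dark. Per the methods of the authors, reads were sequenced as pairs from small RNA library adapters, trimmed, aligned to the genome and given to MACS for peak calling. The submitters' processing notes name Trim Galore 0.6.3, HISAT2 2.1.0, bedtools and ChIPseeker, and the genome build TAIR10. Genotypes were taken from the labels alone, which call the second allele fio1-2, and that name is used throughout. The study names its own second mutant fio1-5 and uses fio1-2 for a knock-down line of another study, so which of these lines the second mutant library comes from is not settled here, and every value for fio1-2 carries that doubt.

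The authors deposited a common list of MACS peaks, with the tags of each peak counted in each of the 3 libraries, and 3 shorter lists, 1 per genotype. The common list was identical in the files of the 3 samples and held 19213 peaks on 5 chromosomes, after 205 lines (1.06%) that carried no values were left out. The sequence deposited for each of the 19213 peaks matched the reference genome used here at the same coordinates, so TAIR10 coordinates are given throughout. Of the 9903 gene identifiers in the list, 9881 were found in the reference gene table, from which symbols were taken. The peaks appear to have been called once on pooled libraries and not per sample, as the design had assumed: the tags that MACS itself reported for a peak did not exceed the sum of the 3 libraries in 99.6% of peaks, and exceeded the tags of Col-0, fio1-1 and fio1-2 alone in 79.5%, 87.2% and 85.8%. Each genotype's list as deposited was exactly the set of common peaks with at least 50 tags in that library, so the lists share coordinates, and sharing was counted by peak name. This also means that the number of peaks in a list moves with the depth of its library.

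The tags per peak are raw counts as deposited, and in 96.5%, 96.8% and 96.4% of peaks in Col-0, fio1-1 and fio1-2 they were even numbers, as when both mates of a read pair are counted. The normalized signal deposited by the authors is these counts times 1 factor per library, 1.36 for Col-0, 1.09 for fio1-1 and 1 for fio1-2, and what the factors were computed from is not given in the sources used here. The log2 values deposited by the authors are the normalized tags of a mutant over those of Col-0, set to fixed limits where a library had 0 tags. The fold enrichment that the authors deposited with each peak is the MACS ratio of a peak over its background, with a lowest value of 3.34, and was used only to filter peaks. The score that the authors deposited for each peak is the MACS p-value on a log scale, and it was not used. No input library entered the values analysed here, so a ratio of tags reflects both the m6A of a transcript and its amount. Fragments amplified by PCR carried no molecular identifiers. The intervals of a single peak's tags or ratio cover counting error only. Those of shares, medians and differences of medians cover the spread over peaks or genes, which are not independent replicates.

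Hypomethylated and hypermethylated are used as in the study, for peaks with an absolute log2 ratio of at least 0.5 and at least 5 normalized tags in the higher library. Normalized tags replaced the scaling by library size, which needs totals that were not used here. Hypomethylated peaks were counted among the peaks of the Col-0 list and hypermethylated peaks among those of the mutant's list. The latter set was chosen after the lists were seen. Each ratio carries an exact conditional binomial 95% interval. It was computed on pairs of tags, a departure from the design, since the mates of a pair are not separate fragments. Shares carry exact Clopper-Pearson intervals and medians order-statistic intervals. In the tests of explanations, differences and ratios of lower to higher peaks carry bootstrap intervals, from 2000 draws of peaks or genes with replacement. These intervals compare libraries and not genotypes, no p-value was computed between genotypes or across peaks, and no difference has a replicate check. A median of a gene list, with the peak of most Col-0 tags taken for each gene, was ranked among the medians of 10000 random lists of the same size matched on Col-0 tags in 10 bins. The share of hypomethylated peaks in the 3' UTR was ranked in the same way. Chance overlap between the mutants, which were both compared with 1 Col-0 library, was taken from simulations of unchanged mutants. These were run 100 times with the Col-0 library redrawn, and 100 times with its observed tags kept. Overlap was also taken from the product of both list sizes over the number of peaks, and from 100 random splits of the Col-0 tags into a part for each mutant.

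The main tests, the alternatives, the 12 gene lists and the rule for named genes were set before the data were examined. Of the lists, 196 genes were chosen by name and organelle-encoded genes by the form of their identifiers. The gene lists were flowering repressors, flowering promoters, circadian clock, light signalling, m6A machinery, S-adenosylmethionine (SAM) synthesis, photosynthesis, hormone signalling, genes that the study lists from direct RNA sequencing, root markers, floral organ markers and organelle-encoded genes. For each mutant the rule named FLC and FIO1, the 10 genes with the largest decrease and the 6 with the largest increase, ranked by the end of the 95% interval nearest to 0 among peaks of the Col-0 list, or of any list for increases, past the threshold in the same direction in both mutants, with nuclear protein-coding genes first, and members of each list with at least 3 measured genes. Alternatives included centring the ratios on their median, a trimmed mean (30% at each end), an absolute log2 of at least 1, a 4-fold enrichment, peaks of other lists, intervals wholly beyond 0.5, other annotation and wider windows. Alternatives chosen after the data were seen are scaling by the tags in all peaks, centring on peaks that match the mitochondrial genome, all peaks of the common list, a mean of at least 50 tags, intervals from raw tags, and protein-coding genes only for the counts. Comparisons of 3' UTR with exon peaks by depth, GC content and distance from the gene end used protein-coding genes only, also a later choice, since tRNA peaks are annotated as exons.

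Motifs were searched on the transcript strand within 50 nt of the summit, against 20 dinucleotide-preserving shuffles of the same sequences. Computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and plots Matplotlib 3.10.9. The calling step was tested on simulated tags for 19213 peaks. For fio1-1 over Col-0 it called 4.21% of unchanged peaks lower and 5.27% higher, 76% of peaks simulated 2-fold lower and 98% of those 2-fold higher. For fio1-2 over Col-0 these were 3.87%, 5.49%, 78% and 96%, and the 95% intervals covered the true value in 95.8% and 96.1% of unchanged peaks.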

Results

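Transcripts that carry m6A were compared between 14 day-old seedlings of Arabidopsis wild type Col-0 and of fio1-1 and fio1-2, mutants of FIONA1 (FIO1, AT2G21070), which the study examined as a putative m6A methyltransferase. There was 1 library per genotype, so no value below has a replicate check. The peaks of the common list held 2260973 tags in Col-0, 2487258 in fio1-1 and 2595970 in fio1-2, and the 10 largest peaks took 41.0%, 47.1% and 46.6% of them. The median peak of each genotype's own list held 102, 108 and 106.5 tags. FIO1 itself had 0 peaks in the common list, so its own level checks nothing about the labels.

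The question at FLC, a MADS-box repressor of flowering that the study follows up, was whether its m6A peak differed in the mutants. FLC (AT5G10140) had 1 peak, on chromosome 5 from 3173480 to 3173616 in the 3' UTR. It held 120 tags in Col-0, 6 in fio1-1 and 2 in fio1-2, which are 164 (95% Poisson interval 125 to 211), 6.54 (1.35 to 19.1) and 2 (0.0506 to 11.1) normalized tags. The log2 ratio to Col-0 was −4.65 (95% interval −6.96 to −3.03) in fio1-1 and −6.36 (−11.68 to −3.82) in fio1-2. This is 25.03-fold (8.16- to 125-fold) and 81.9-fold (14.1- to 3287-fold) lower. With no input library the ratio does not separate the m6A of FLC from the amount of its transcript, which the study reports to be depleted in its mutants. Among the 2765 peaks of the Col-0 list, the FLC ratio was the 4th lowest in fio1-1 and the 2nd lowest in fio1-2.

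In fio1-1, the largest decreases relative to Col-0 after FLC were at CAT2, a cationic amino acid transporter gene, and EXO70A1, which encodes an exocyst subunit. The CAT2 peak (chromosome 1, 21464022 to 21464147, 3' UTR) and the EXO70A1 peak (chromosome 5, 894024 to 894118, 3' UTR) each held 54 tags in Col-0 and 4 in fio1-1, a log2 ratio of −4.08 (−7.20 to −2.09). Exon peaks of the immune receptor gene SNC1 (−4.002), the transcription factor gene DREB26 (−3.49), the glucosyltransferase genes UGT73B5 (−3.39) and DOGT1 (−3.35), the extensin gene EXT4 (−3.23) and HIR2 (−2.65) were also lower. The glycine-rich protein gene GRP3S (AT2G05380, chromosome 2, 1967417 to 1967816, exon) had the most tags among these, 1705 in Col-0 and 518 in fio1-1, with a log2 ratio of −2.04 (−2.25 to −1.84). SNC1, UGT73B5, DOGT1 and EXT4 belong to families with similar sequences, so their tags are uncertain. In all, 1502 of the 2765 Col-0 peaks (54.3%, 52.4% to 56.2%) in 1311 genes were hypomethylated in fio1-1. The interval of the ratio excluded 0 at 1265 of them and lay wholly beyond 0.5 at 628.

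Peaks higher in fio1-1 than in Col-0 included those of TAT7, a tyrosine aminotransferase gene (4.26, 2.33 to 7.35), of OMT1, a caffeate O-methyltransferase gene (3.26, 1.81 to 5.19), of MLP328 (4.40, 1.83 to 9.79) and of LHCA4, which encodes a photosystem I antenna protein (4.32, 1.71 to 9.68). The TAT7 and OMT1 peaks both held 96 tags in fio1-1. They lie among peaks of near-equal tags between U3 small nucleolar RNA copies, described below, so they are uncertain. MLP328 and LHCA4 rested on 2 tags each in Col-0, against 53 and 50 in fio1-1. The 3' UTR peaks of AT3G28290 and AT3G28300, near-identical AT14A copies, both held 6, 60 and 21 tags in Col-0, fio1-1 and fio1-2, so they are uncertain and may be the same reads. In all, 236 of the 2327 peaks of the fio1-1 list (10.1%, 8.94% to 11.4%) in 185 genes were hypermethylated, with an interval beyond 0 at 134 and wholly beyond 0.5 at 47. Hypomethylated peaks were 86.4% of both kinds at the deposited scaling, 77.1% (1245 and 369 peaks) when libraries were scaled by their tags in all peaks, and 55.9% (896 and 707 peaks) when the ratios were centred on their median. Centred on peaks that match the mitochondrial genome, they were 87.7% (1556 and 218 peaks).

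In fio1-2, the 9 genes that followed FLC in the same ranking all had their peak in the 3' UTR. They included VAR1, which encodes a thylakoid FtsH protease (chromosome 5, 16905114 to 16905204), with 152 tags in Col-0 and 10 in fio1-2 and a log2 ratio of −4.37 (−6.04 to −3.09), and the autophagy gene ATG6 (chromosome 3, 22839395 to 22839508), with 116 and 8 tags and −4.31 (−6.23 to −2.87). Next were PHB2, a prohibitin gene (−5.40), RAD50, of the DNA double-strand break repair complex (−5.36), the Rab GTPase gene RABE1c (−4.06), the long-chain acyl-CoA synthetase gene LACS7 (−4.36), the succinic semialdehyde dehydrogenase gene ALDH5F1 (−3.77), the DNA damage transcription factor gene SOG1 (−3.73) and SRO1 (−3.14). PHB2 and RAD50 held 2 tags in fio1-2. In fio1-1 these 9 genes had ratios from −2.23 at RAD50 to −1.32 at ALDH5F1. In all, 1548 of the 2765 Col-0 peaks (56.0%, 54.1% to 57.8%) in 1378 genes were hypomethylated in fio1-2, with an interval beyond 0 at 1366 and wholly beyond 0.5 at 863.

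Among the peaks higher in fio1-2 than in Col-0 were those of TAT7 (7.90, 6.04 to 10.95), OMT1 (6.90, 5.54 to 8.78), MAMI, a membrane-associated mannitol-induced gene (5.73, 4.80 to 6.87), MLP328 (4.46, 1.87 to 9.81) and PSBQA, of the oxygen-evolving complex (2.67, 1.55 to 4.05). The values of TAT7, OMT1 and MAMI are uncertain, since these peaks held near-equal tags between U3 copies, as described below. The 5' UTR peak of the photosystem I antenna gene LHCA3 (chromosome 1, 22700383 to 22700509) had 0 tags in Col-0, 24 in fio1-1 and 52 in fio1-2. With Col-0 set to a floor of 3 counts this is 6.39-fold and 12.7-fold higher, while the 95% intervals of the log2 ratio start at 1.15 and 2.27. A deeper LHCA3 peak, in the 3' UTR, held 226, 566 and 614 tags, with log2 ratios of only 1.001 and 0.99. In all, 372 of the 2526 peaks of the fio1-2 list (14.7%, 13.4% to 16.2%) in 256 genes were hypermethylated, with an interval beyond 0 at 243 and wholly beyond 0.5 at 100. Hypomethylated peaks were 80.6% of both kinds at the deposited scaling, 66.7% (1233 and 616 peaks) with scaling by the tags in all peaks and 53.8% (1018 and 875 peaks) after median centring. Centring on mitochondrial-matching peaks gave 82.3% (1608 and 346 peaks). The median of all peaks in any list, −0.45 in both mutants as deposited, is raised to 0 by median centring, and to −0.26 in fio1-1 and −0.20 in fio1-2 by the tags in all peaks. It is lowered to −0.48 and −0.50 by centring on mitochondrial-matching peaks.

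TAT7, OMT1 and MAMI lie together on chromosome 5, between U3 small nucleolar RNA copies. The 103 kb from the U3B peak at 21888281 to a U3 peak assigned to PORA that ends at 21990827 held 8 further peaks, 1 of them a U3 copy assigned to HSFA9. In 6 of the others, at AT5G53930, TAT7, MAMI, OMT1 (2 peaks) and AT5G54170, the tags were 1304 to 1324 in fio1-2, 96 to 124 in fio1-1 and 4 to 30 in Col-0. The remaining peak, at AT5G54064, held 1452 tags in fio1-2, 254 in fio1-1 and 108 in Col-0. The nearest peaks outside, at AT5G53900 and AT5G54200, held 4 and 6 tags in fio1-2, 16 and 14 in fio1-1 and 8 and 6 in Col-0. The end peaks share a sequence of 77 nt with each other and at most 9 nt with any peak between them other than the U3 copy.

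**Figure D1:**
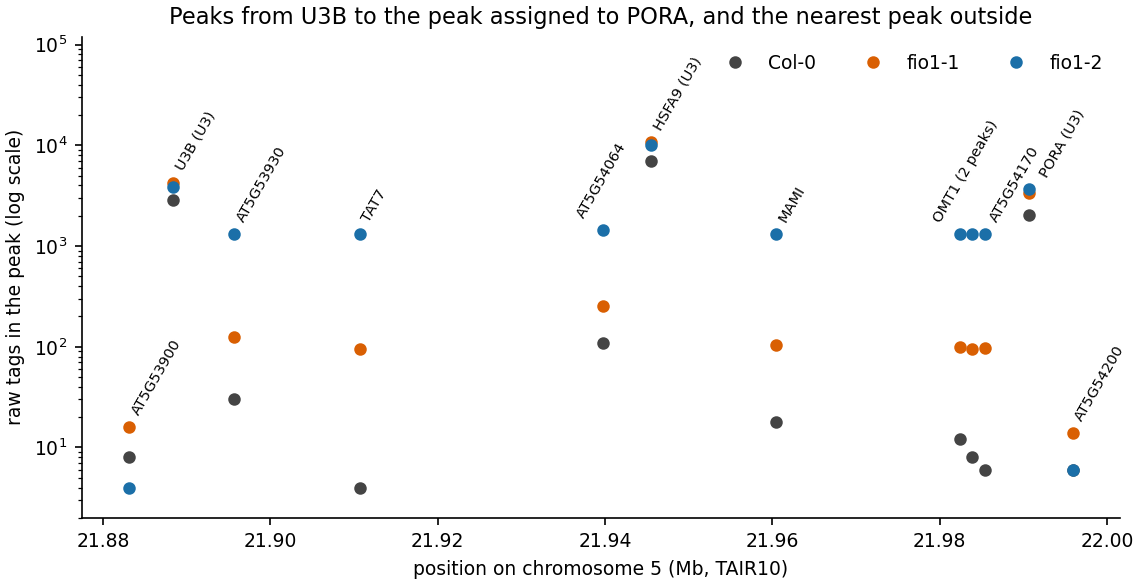
Raw tags of each peak in Col-0, fio1-1 and fio1-2 (log axis) against position on chromosome 5 (Mb, TAIR10), from U3B to the U3 peak assigned to PORA, with the nearest peak outside on each side. Each point is 1 peak in 1 library, and 6 of the peaks between the U3 copies sit at 1304 to 1324 tags in fio1-2.

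Both mutants had lower ratios largely at the same peaks of the Col-0 list. There were 1261 peaks in 1146 genes that were hypomethylated in both, FLC, CAT2, EXO70A1, VAR1 and ATG6 among them, which is 84.0% of the fio1-1 set and 81.5% of the fio1-2 set. Independent lists of these sizes would share 841 peaks. With all 3 libraries redrawn from their mean normalized tags, unchanged mutants shared 48.8 on average and at most 66. They had only 145 and 136 hypomethylated peaks there. Unchanged mutants simulated from the observed Col-0 tags shared 0.98 on average. Neither is a chance value for lists of the observed size. With separate parts of the Col-0 tags for each mutant the overlap was 1177, against 829 for independent lists. Hypermethylated in both were 129 of the 2062 peaks in both mutant lists, MLP328 and PSBQA among them, and the uncertain TAT7 and OMT1 peaks between U3 copies. Independent lists would share 21.8. With all 3 libraries redrawn the mutants shared 78.1 on average and at most 103, and separate parts of the Col-0 tags gave 103, against 29.1. Across the 2765 Col-0 peaks, which are not independent replicates, the log2 ratios of the mutants correlated with r = 0.745 and had a covariance of 0.586. With all 3 libraries redrawn for unchanged mutants these were 0.563 and 0.0435. Part of the excess may come from the shared Col-0 library.

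**Figure D2:**
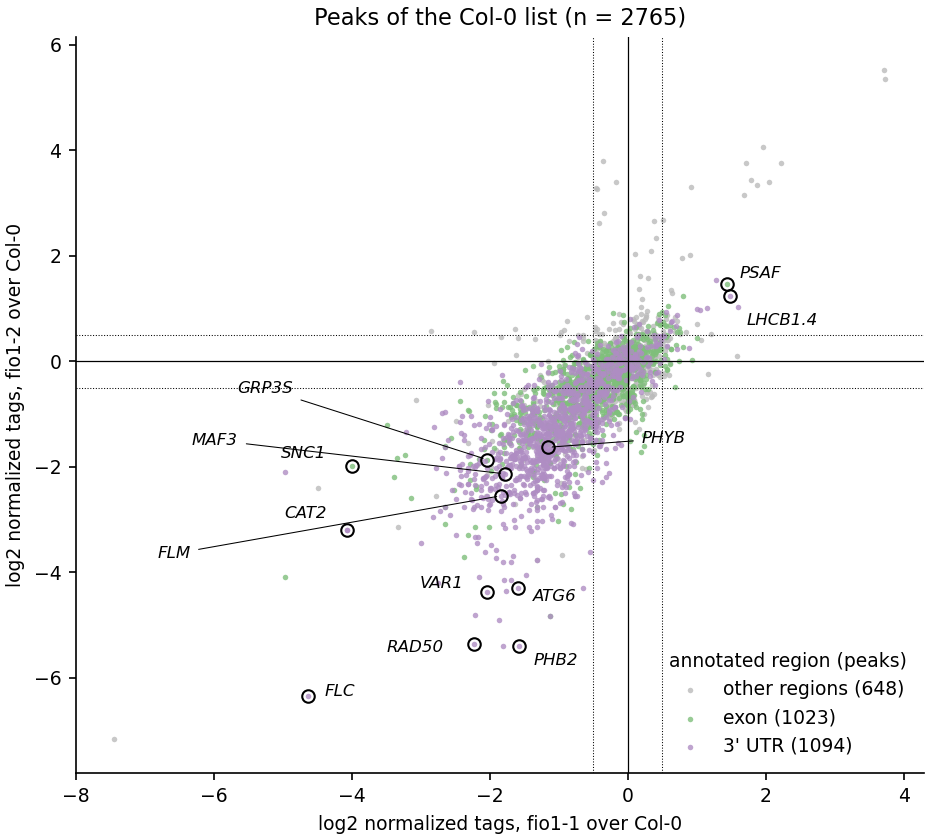
Log2 ratio of normalized tags of fio1-1 over Col-0 (x axis) and of fio1-2 over Col-0 (y axis) at the 2765 peaks of the Col-0 list, 1 point per peak, coloured by annotated region, with dotted lines at an absolute log2 of 0.5. The FLC peak lies at −4.65 and −6.36, and PSAF and LHCB1.4 lie above 1 in both mutants.

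The Col-0 list held 2765 peaks in 2037 genes, the fio1-1 list 2327 in 1595 and the fio1-2 list 2526 in 1662. Of the Col-0 peaks, 73.7% (72.1% to 75.4%) were also in the fio1-1 list and 74.0% (72.3% to 75.6%) in the fio1-2 list. In the other direction 87.6% of fio1-1 peaks and 81.0% of fio1-2 peaks were in the Col-0 list. All 3 lists shared 1862 peaks, 542 peaks (19.6%) were in the Col-0 list only, and 200 were in both mutant lists but not in that of Col-0. The median log2 ratio depended on which list chose the peaks. It was −0.59 (−0.63 to −0.55) in fio1-1 and −0.63 (−0.67 to −0.59) in fio1-2 at Col-0 peaks, −0.24 and −0.32 at fio1-1 peaks, −0.27 and −0.19 at fio1-2 peaks, and −0.36 in both at the 2485 peaks with a mean of at least 50 tags over the 3 libraries.

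Peaks in the 3' UTR made up a smaller part of the mutants' lists than of the Col-0 list, and exon peaks a larger part. The 3' UTR held 39.6% (37.7% to 41.4%) of Col-0 peaks, 30.8% (28.9% to 32.7%) of fio1-1 peaks and 27.4% (25.7% to 29.2%) of fio1-2 peaks, and exons held 37.0%, 42.3% and 44.9%. With the region of the summit taken from the reference annotation, the 3' UTR shares were 30.9%, 20.9% and 17.5%. Among hypomethylated peaks 55.3% (52.8% to 57.9%) in fio1-1 and 54.5% (52.003% to 57.0%) in fio1-2 were in the 3' UTR. Random sets of Col-0 peaks matched on tags held 41.7% and 40.7%, and none of 10000 sets exceeded 44.7% and 43.6%. Of the hypermethylated peaks 16.5% in fio1-1 and 13.7% in fio1-2 were in the 3' UTR, and of the peaks hypomethylated in both mutants 60.9%.

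**Figure D3:**
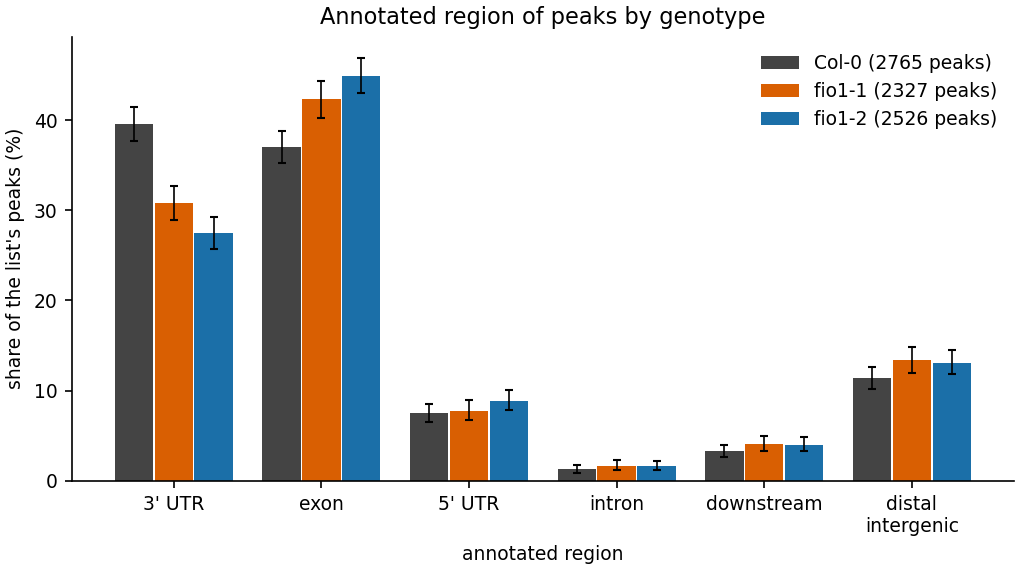
Share of peaks (%) in each annotated region for the lists of Col-0 (2765 peaks), fio1-1 (2327) and fio1-2 (2526), with bars for the share and lines for exact 95% binomial intervals. The 3' UTR share is 39.6% in Col-0, 30.8% in fio1-1 and 27.4% in fio1-2.

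At Col-0 peaks, the median log2 ratio of 3' UTR peaks was −1.002 (−1.07 to −0.95) in fio1-1 and −1.29 (−1.36 to −1.21) in fio1-2, and after median centring −0.56 and −0.84. Exon peaks had −0.42 in fio1-1 and −0.45 in fio1-2, which median centring turned to 0.02 and 0, but these include tRNA peaks, and the 692 exon peaks of protein-coding genes, with −0.59 and −0.49, stay below 0 after centring. Peaks in the 5' UTR had −0.59 and −0.54, and −0.14 and −0.09 after centring. Distal intergenic peaks had −0.05, which turned to 0.40 under centring, in fio1-1 and 0.05 in fio1-2. In protein-coding genes the difference was smaller at deeper peaks: at a mean of 300 or more tags, the 72 peaks in the 3' UTR had −0.35 and −0.34 and the 68 exon peaks −0.12 and −0.14, all of which centring turns above 0. It also differed with GC content, whose median was 36.8% in 3' UTR peaks and 44.5% in exon peaks. The 342 peaks of the 3' UTR with the lowest GC, 23.8% to 34.8%, had −1.34 in fio1-1 and −1.88 in fio1-2, and the 82 with the highest, 45.6% to 61.6%, had −0.34 and −0.23. The 271 exon peaks of that highest GC range had −0.61 and −0.45. From the lowest to the highest GC bin, the 3' UTR median minus the exon median was −0.70, −0.40, −0.18, 0.06 and 0.27 in fio1-1 and −0.82, −0.85, −0.45, 0.16 and 0.22 in fio1-2, with 11 exon peaks in the lowest bin. After median centring, the 3' UTR peaks of highest GC lie above 0 in both mutants, and those of the next bin do so in fio1-2, while exon peaks of the highest GC stay below 0 in fio1-1 and come to 0 in fio1-2.

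**Figure D4:**
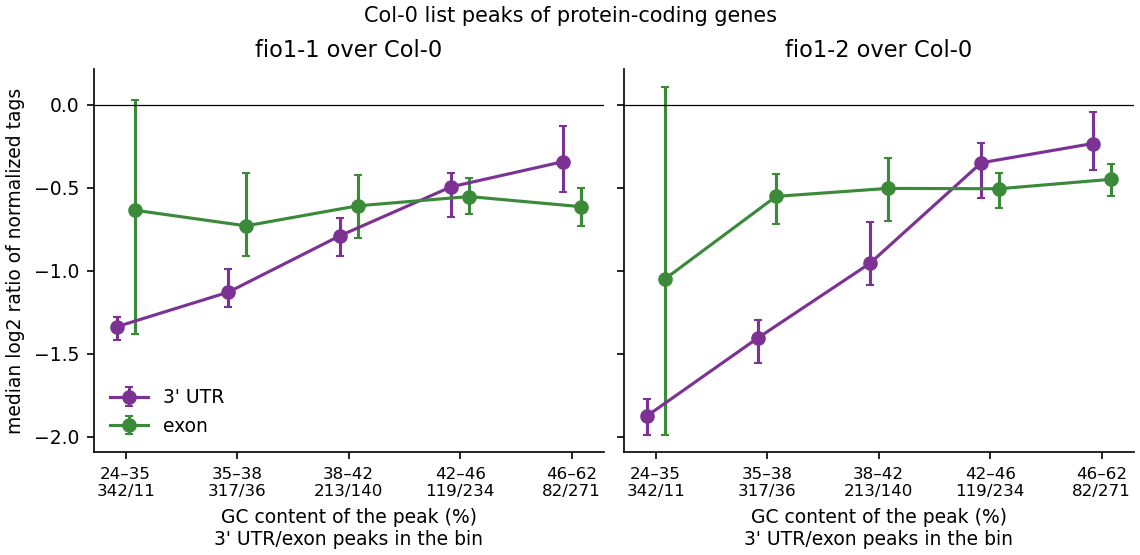
Median log2 ratio of normalized tags (y axis) of fio1-1 and fio1-2 over Col-0 for 3' UTR and exon peaks of protein-coding genes in 5 bins of GC content (x axis, %), with lines for 95% order-statistic intervals and the peaks per bin below. In the 3' UTR the medians run from −1.34 to −0.34 in fio1-1 and from −1.88 to −0.23 in fio1-2, and median centring, which moves all ratios up by 0.45, turns those of highest GC above 0 in both and those of the next bin in fio1-2, while only 11 exon peaks fall in the bin of lowest GC.

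The few measured flowering repressors had lower peaks in both mutants, and peaks of photosynthesis genes lay on both sides of Col-0. A gene counted as measured when it had a peak in the Col-0 list, as FLC, FLM and MAF3 did among 16 flowering repressors, of which 9 had a peak in the common list. FLC, FLM and MAF3 are MADS-box genes with a 3' UTR peak, and all were hypomethylated in both mutants. FLM had log2 ratios of −1.84 (−2.80 to −0.97) in fio1-1 and −2.55 (−3.71 to −1.54) in fio1-2, and MAF3 −1.79 (−2.87 to −0.68) and −2.14 (−3.40 to −1.02). Their median was at percentile 2.15 of matched random lists in fio1-1 and 1.39 in fio1-2. These random lists, with medians of −0.86 and −1.02, were matched on Col-0 tags and not on region or GC content. The 3' UTR peaks of the Col-0 list as a whole had lower medians, −1.002 and −1.29, so the percentiles do not separate the list from its region. The study had also picked FLC from its own meRIP-seq, so FLC is no independent evidence of direction. Of 41 photosynthesis genes 35 were measured, with a median of 0.11 (−0.22 to 0.48) in fio1-1 and 0.02 (−0.22 to 0.39) in fio1-2, above all 10000 random lists in both. Median centring raised these medians to 0.56 and 0.46, and the fio1-2 median turned to −0.03 when ratios were centred on peaks matching the mitochondrial genome. In fio1-1 11 were higher and 4 lower, and in fio1-2 9 and 3. PSAF, of photosystem I, had 1.44 and 1.47, and the light-harvesting gene LHCB1.4 had 1.47 and 1.23. The small subunit genes of Rubisco RBCS3B (−0.55 and −0.37), RBCS1B (−0.36 and −0.23) and RBCS1A (−0.08 and 0.02) had the most Col-0 tags. Among the lowest were RBCS2B (−0.86 and −0.62), the Rubisco activase gene RCA (−0.50 and −0.71) and the photosystem II antenna gene LHCB4.1 (−0.49 and −1.01). LHCB1 and RBCS copies share near-identical sequences and are uncertain.

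Of 22 hormone signalling genes 3 were measured and all were hypomethylated in both mutants: the F-box genes EBF2 (−1.83 in fio1-1 and −1.37 in fio1-2) and EBF1 (−1.26 and −1.52) and the auxin transporter gene PIN3 (−1.62 and −1.06). Their medians of −1.62 (percentile 4.86) in fio1-1 and −1.37 (percentile 23.8) in fio1-2 were −0.87 and −0.64 with all peaks of each gene summed. From the direct RNA sequencing list, which the study drew up from its own mutants and a fio1-2 line of another study, and which is no independent evidence of direction, 5 of 28 genes were measured, with medians of −1.15 (percentile 19.2) and −1.81 (percentile 4.72), and of −0.71 and −0.78 with all peaks of each gene summed. AT1G63770 (−1.49 and −1.81), AT3G51950 (−1.87 and −1.88), the vacuolar ATPase gene DET3 (−0.74 and −2.56) and the phototropism gene RPT2 (−1.15 and −0.75) were hypomethylated in both. The 4 genes of SAM synthesis had medians of −0.53 (percentile 79.3) and −0.65 (percentile 74.8), which were −0.09 and −0.20 after median centring and −0.25 and −0.35 with all peaks summed, MAT4 with −0.45 and −0.59, MAT3 with 0.00 and 0.11, SAM2 with −0.62 and −0.79 and SAM1 with −0.96 and −0.70. Of the circadian clock list GRP7 had 0.41 and 0.35 and GRP8 −0.36 and −0.15, of light signalling PHYB had −1.16 and −1.63, and of the m6A machinery the demethylase gene ALKBH10B had −1.69 and −0.92 and the reader gene ECT2 0.08 and −0.12. Flowering promoters, root markers, floral organ markers and organelle-encoded genes had 0 measured members, although 4 flowering promoters and 2 root markers had a peak in the common list.

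**Figure D5:**
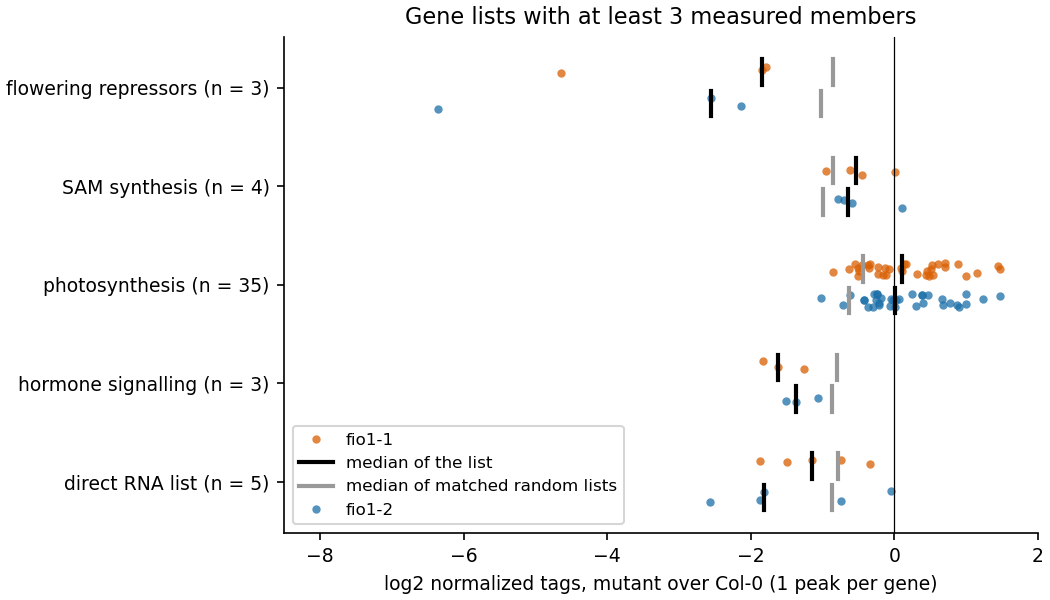
Log2 ratio of normalized tags, mutant over Col-0 (x axis), for the members of each gene list with at least 3 measured genes, 1 point per gene and mutant, with black bars at the list's median and grey bars at the median of matched random lists. Flowering repressors sit at medians of −1.84 in fio1-1 and −2.55 in fio1-2 and photosynthesis genes at 0.11 and 0.02, the last of which turns to −0.03 when ratios are centred on mitochondrial-matching peaks.

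The motifs named for m6A were sought near the summits of the 2765 Col-0 peaks. RRACH lay within 50 nt of the summit in 71.5% (69.7% to 73.1%) of peaks, against 71.4% in shuffled sequences, and occurred 0.952 times (0.920 to 0.985) as often as in them. GGAC was in 23.0% of peaks against 26.7% in shuffled sequences and 15.8% on the opposite strand, and occurred 2.69 times per kb near summits and 2.37 times in the outer parts. YHAGA was in 50.7% against 53.9% in shuffled sequences, and UACAGA, the site of the human relative METTL16, in 2.60% against 2.04%. Per kb, RRACH occurred 11.9 times near summits and 11.6 times in the outer parts of the same peaks. In the 1094 peaks of the 3' UTR, RRACH was in 72.3% of peaks against 69.5% in shuffled sequences and 81.0% on the opposite strand, and it occurred 1.11 times (1.05 to 1.17) as often as in shuffled sequences. On the opposite strand GGAC was in 9.05% of 3' UTR peaks, against 17.5% on the transcript strand. It was in 18.6% (16.5% to 20.9%) of peaks hypomethylated in both mutants, against 9.75% on their opposite strand, in 24.0% (16.9% to 32.3%) of those hypermethylated in both and in 27.6% (24.8% to 30.5%) of Col-0 peaks hypomethylated in neither. Relative to shuffled sequences GGAC occurred 0.845, 0.682 and 0.832 times as often, with overlapping intervals.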

Values the study reported

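The study reported 3,025 m6A peaks in the wild type, 2,088 in fio1-1 and 2,109 in its second mutant, which it names fio1-5. It counted 99 peaks with a higher m6A level than the wild type in fio1-1 and 149 in fio1-5. Peaks that were lower or missing numbered 1,665 in fio1-1 and 1,708 in fio1-5.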

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

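No test of a difference between the mutants was run in this part, and the peaks were chosen after their values were seen. There were 9 peaks lower in fio1-1 and higher in fio1-2 than in Col-0, with both 95% intervals beyond 0 and both ratios past 0.5, and 0 peaks the other way round. They drew attention because the single library of each mutant lay on opposite sides of Col-0. All 9 are distal intergenic peaks assigned to pseudogenes or an rRNA gene on chromosomes 3 and 5: AT5G34412 (4 peaks), AT3G33084 (2 peaks), AT3G41345, AT5G29550 and AT3G41979. The deepest, assigned to AT3G41345 (chromosome 3, 14183403 to 14183510), held 2741 tags in Col-0, 1796 in fio1-1 and 5636 in fio1-2, with log2 ratios of −0.93 (−1.06 to −0.81) and 0.59 (0.50 to 0.69). The furthest apart, at AT3G33084 (chromosome 3, 13673803 to 13673893), held 18, 2 and 83 tags. The cause was not tested.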

How the results depend on the processing

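Of 124 alternatives over 38 results, 56 stayed within the limits set for a value (23 higher, 23 lower and 10 equal), 68 moved further and 0 reversed a direction. Only log2 ratios and their medians could count as reversed, since counts and shares have no sign. The limits were 1.5 times the main count for counts and the 95% interval of the main value for others, which for gene lists of 3 to 5 genes spans all their members and so lets large differences pass. This tally leaves out the medians by region, the gene lists under scalings other than median centring, and the balance at a mean of at least 50 tags. Among these the exon median in fio1-1 turned from −0.42 to 0.02 with median centring (that of protein-coding genes stayed below 0), the photosynthesis median in fio1-2 from 0.02 to −0.03 with centring on mitochondrial-matching peaks, and lower against higher peaks from 1027 and 179 to 505 and 627 in fio1-1, and from 1064 and 244 to 599 and 666 in fio1-2, with median centring. For 15 results every alternative run stayed within the limits. The FLC ratios were −4.20 in fio1-1 and −5.91 in fio1-2 after median centring, inside their intervals. Scaling by tags in all peaks, centring on mitochondrial-matching peaks, all peaks of the common list, a mean of at least 50 tags, intervals from raw tags and protein-coding genes for the counts were chosen after seeing the data. With 1 library per genotype there was no replicate to leave out. An FDR of 1% was not run, since no FDR column was used. A minimum of 50 normalized tags for the counts, the mutant's own peaks for hypermethylated counts and covering 50% of a peak for sharing moved nothing by construction. Depth limits the lists, since a peak enters one at 50 tags.

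Values are given for fio1-1 and then fio1-2, and where no reason follows, the cause was not tested. With median centring hypomethylated peaks numbered 896 and 1018, hypermethylated 707 and 875, 721 hypomethylated and 424 hypermethylated peaks were shared by both mutants, the 3' UTR held 64.8% and 67.8% of hypomethylated peaks, and list medians were −1.40 and −2.10 for flowering repressors, 0.56 and 0.46 for photosynthesis, and −1.18 and −0.93 for hormone signalling. With a trimmed mean the counts were 893 and 1016 lower and 711 and 884 higher. Scaling by tags in all peaks gave 369 and 616 hypermethylated peaks and medians at Col-0 peaks of −0.40 and −0.38. An absolute log2 of 1, a stricter limit, left 834 and 970 lower, 79 and 140 higher, 671 lower and 45 higher in both mutants together, and 65.8% and 69.4% of the lower ones in the 3' UTR. Intervals wholly beyond 0.5, stricter again, left 628 and 863 lower and 47 and 100 higher, and from raw tags 889 lower in fio1-1 and 79 and 134 higher. At the mutant's own peaks 790 and 829 were lower. All common peaks with at least 5 normalized tags, a larger set, gave 9321 and 9068 lower and 3335 and 3750 higher. Protein-coding genes alone held 242 hypermethylated peaks in fio1-2, and 3' UTR shares of 51.1% in Col-0, 42.2% and 36.9%.

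The median at Col-0 peaks of −0.59 and −0.63 became −0.24 and −0.32 at fio1-1 peaks, −0.27 and −0.19 at fio1-2 peaks, −0.36 and −0.36 at a mean of 50 tags, and −0.16 and −0.24 for summed tags, which the largest peaks dominate. With the reference annotation of the summit, 3' UTR shares were 30.9% in Col-0, 20.9% and 17.5%, and 48.0% and 48.3% of hypomethylated peaks. Summing all peaks of a gene gave hormone signalling −0.87 and −0.64. A window of 100 nt, which is longer, held RRACH in 90.1%, GGAC in 34.6%, YHAGA in 73.2% and UACAGA in 4.99% of Col-0 peaks, and 3' UTR peaks alone held GGAC in 17.5% and UACAGA in 1.83%.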

Other observations

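The tests of peak selection, scaling, GC content, transcript abundance, distance from the gene end and the U3 interval were chosen after the results they bear on were seen, and those of UGUA and of the split Col-0 tags before. The small RNAs, families and organelle-matching peaks in this part were also chosen after their values were seen.

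Among spliceosomal RNAs, the largest peaks of U2 were lower in both mutants, though U2 copies are alike in sequence and their tags uncertain. The U2.4 peak (AT3G56825, chromosome 3, 21041810 to 21042026) held 23144 tags in Col-0, 11282 in fio1-1 and 7495 in fio1-2, 2.57-fold and 4.21-fold lower, and U2.7 (AT5G61455, chromosome 5, 24713395 to 24713614) was 2.61-fold and 4.25-fold lower. Log2 ratios were 0.02 (−0.05 to 0.09) and −0.60 (−0.67 to −0.52) at U1.5, 0.37 and 0.16 at U12, 0.29 and −0.07 at U6acat, and −0.35 and −0.37 at U2.6. The U2 copies differed, since U2.5 had 0.62 and 0.24 on 56 tags in Col-0, and the peaks of U2.2 had −0.98 and −2.51 and −0.21 and 0.91. The 257 tRNA peaks held 28.6% of Col-0 tags. Of tRNAs with many copies, tRNA-Ala had medians of −0.59 (−0.69 to −0.55) and −0.83 (−1.04 to −0.70), below 0 under every scaling tried. For tRNA-Glu the medians were −0.13, which turned to 0.31 under median centring, and −0.70, and for tRNA-Gly −0.09 and −0.19, which turned to 0.36 and 0.26.

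Of gene families in the 1639 protein-coding genes with a Col-0 peak, whose medians were −0.87 and −0.97, 152 ribosomal protein genes had −0.71 (−0.83 to −0.62) and −0.80 (−0.98 to −0.69), at percentiles 93.3 and 79.9 of matched random lists. Of them 104 were lower in each mutant, as were 1143 and 1148 of the 1639 genes. The 8 heat shock protein genes had −1.03 and −0.95. The 10 tubulin genes had −0.44 and −0.13, at percentiles 96.7 and 99.7 of matched random lists and turned above 0 by median centring in both. Peaks whose sequence lies in the mitochondrial genome numbered 74, of which 71 are on chromosome 2 between 3240630 and 3719253, and had medians of 0.03 (−0.04 to 0.11) and 0.05 (−0.02 to 0.11). A chloroplast-matching peak assigned to CYP78A7 (chromosome 5, 3111002 to 3111085) held 107534, 156124 and 107710 tags.

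Hypomethylated peaks outnumbered hypermethylated ones. Choosing peaks by their Col-0 tags is argued against as the whole cause: at the 2485 peaks with a mean of at least 50 tags over the 3 libraries, lower peaks were 4.36 times (3.802 to 5.07) as many as higher ones in fio1-2 and 5.74 times (4.91 to 6.78) in fio1-1. Library scaling stays open, since no value used here fixes where the ratios should be centred. Median centring at these peaks left 505 lower and 627 higher in fio1-1 and 599 and 666 in fio1-2. Centring on mitochondrial-matching peaks gave 1080 lower and 163 higher in fio1-1 and 1124 and 222 in fio1-2. Median centring brings the 2 numbers close whatever the cause, so it does not decide. A single factor per library cannot by itself set regions apart, and 3' UTR peaks lay below exon peaks by −0.44 (−0.51 to −0.36) in fio1-1 and −0.68 (−0.81 to −0.59) in fio1-2, but that does not say where the ratios should be centred. Lower m6A in the mutants, the difference that the design names, also stays open and may add to either.

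The 3' UTR peaks had lower ratios than exon peaks. Transcript abundance is argued against as the whole cause, since over 163 genes with a Col-0 peak in both regions the 3' UTR peak was lower by a median of −0.23 (−0.39 to −0.13) in fio1-1 and −0.45 (−0.63 to −0.27) in fio1-2. GC content is a candidate for part of it: with 3' UTR peaks weighted to the GC bins of exon peaks the difference was 0.0579 (−0.06 to 0.16) and 0.05 (−0.09 to 0.16). The difference changed sign across GC, so this value near 0 does not show the regions to be alike at equal GC. At low GC, where exon peaks are as few as 11 in a bin, differences of −0.40 (−0.70 to −0.18) in fio1-1 or further from 0 remained. In the second lowest bin, with 36 exon peaks, fio1-2 had −0.85 (−1.06 to −0.67). In the highest bin the differences were 0.27 (0.08 to 0.48) and 0.22 (0.04 to 0.39). In these bins the values argue against GC content as the whole cause. Loss of fragments near transcript ends could not be decided, with −0.47 (−0.76 to −0.13) and −0.81 (−1.22 to −0.42) at summits within 300 nt of the gene end but only 31 exon peaks there. A loss of m6A at AU-rich sites in the 3' UTR would look like an effect of GC content, so the genotype stays open as well.

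The near-equal tags at TAT7, OMT1, MAMI and their neighbours may come from read pairs placed across U3 copies and counted in each peak between them, since the peaks at both ends share 77 nt and each hold over 1324 fio1-2 tags. Separate counts for each transcript stay open. The variance of the fio1-2 tag pairs over their mean was 0.0230 in the 6 peaks below the Col-0 list's minimum, under the lower 2.5% point of 0.166 for Poisson counts, but these peaks drew attention by their near-equal tags, and with AT5G54064 included the ratio was 1.11. That peak stands apart in Col-0 as well, where the ratio over the 7 peaks was 25.7, so neither set decides. No biological explanation was tested.

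Within GC bins, 3' UTR peaks with UGUA near the summit, a hypothesis for a preferred sequence, differed from those without by −0.0252 (−0.12 to 0.07) in fio1-1 and −0.14 (−0.30 to −0.03) in fio1-2, which leaves it open. The counting noise of the shared Col-0 library is argued against as the whole cause of the overlap of hypomethylated peaks, since in each of 100 splits of its tags the overlap was at least 1.399 times that of independent lists. Any other deviation of that library passes to both parts, and the peaks were still chosen on all its tags, so the splits do not bear on these.

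Hypermethylated peaks numbered 236 in fio1-1 and 372 in fio1-2 here, and 79 and 140 at an absolute log2 of at least 1, the rule that gives the authors' deposited lists. The former are higher and the latter lower than the values quoted from the study above, and the hypomethylated counts are lower, while it is not settled that the second mutant is the same line in both. In the authors' deposited table of decreases in fio1-2, the gene symbol matched the identifier for 95 of 970 peaks, and the peak named FLC there carries the identifier AT1G01790. In the corresponding deposited table for fio1-1, 828 of 834 symbols matched.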
